A study of Nothobranchius furzeri with 39 samples.

How the data were processed

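The authors sequenced polyA RNA from brains and livers of the turquoise killifish *Nothobranchius furzeri*, a short-lived fish used as a vertebrate model of ageing. Per the labels' protocols, libraries were made with a KAPA mRNA HyperPrep kit and read single-end on an Illumina NextSeq instrument. The deposited values are whole-number counts of reads per gene, not normalized and not pooled over replicates, in 3 tables, 1 for each experiment. The names of the tables point to STAR as the aligner, without a version, and the labels and file headers do not state the genome build, annotation, strandedness or counting program. Reads shared by near-identical gene copies, overlapping genes or antisense genes could therefore not be resolved, and values of such genes are uncertain.

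The table of the 2-month experiment held 25099 gene names for 23 libraries. Both 3-month tables held 16383 gene names, which were the first 16383 of the 2-month table at the same positions; that number equals the column limit of common spreadsheet programs less a column of names. Another 8716 genes of the 2-month table were therefore not analysed here at 3 months. In the cgas table, 8 gene names had been turned into dates and were restored from their position. Because the 3-month tables hold part of the genes, their total counts are partial: in the 2-month libraries the same genes held 63.3 to 65.1% of the counts in brain and 46.2 to 68.2% in liver. Counts per 1000000 counts (CPM) were taken relative to the genes of each table, so levels of genes were compared only within a table. Shares of marker lists, the exception, were taken in every brain library over the same 16383 genes.

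The labels describe 39 samples. One liver of an atm mutant (fish 3) was not analysed here, and the library of cgas mutant male 1 held 0 counts and was left out, which left 37 libraries. Every sample name in the tables was matched to 1 sample of the labels, with 0 names left over. The labels' protocol for the 3-month cgas experiment describes isolation of livers although the tissue is given as brain; the tissue field was followed. For the 2-month fish, the same number in the title of a brain and a liver sample was read as 1 fish. The numbers 1 to 4 recur in wild type (WT), atm mutants and double mutants, and this is the pairing used for fits with the replicate number as a block, although same-numbered samples are different fish.

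Differential expression was tested with edgeR 4.0.16 in R 4.3.3 on the deposited counts: TMM scaling, the filterByExpr filter on low counts, robust quasi-likelihood fits (glmQLFit, glmQLFTest) and Benjamini-Hochberg adjustment, with an adjusted p under 0.05 taken as the threshold. Within each tissue of the 2-month experiment, the 3 genotypes were fitted together with sex as an additive covariate. Sex was tested in the same libraries with genotype as covariate, sex-by-genotype interactions were tested with 1 mean per sex and genotype, and the difference between tissues in the effect of the atm mutation was tested with sex fitted within tissue. The blm experiment held males only and had no covariate; the cgas experiment had sex as covariate. Standard errors (SE) were recovered from the quasi-likelihood statistics. Fold changes are log2 values, and CPM use TMM-scaled library sizes with a prior count of 2 on the log2 scale.

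Target genes were compared between groups of log2 CPM with two-sided exact permutation tests. With 4 libraries against 4, or 3 against 4, the smallest p such a test can give is 0.0286, and with 5 against 2 it is 0.0476. Gene set scores were the mean log2 CPM over the genes of hand-written lists for the interferon response, the NF-kB response and p53 targets, compared with the same exact tests and adjusted over 24 tests. Of the symbols listed, 38 of 95, 44 of 89 and 57 of 79 were found in the files, by the files' own symbol or through the gene table of the assembly NfurGRZ-RIMD1, which was used only for names and for which genes lie on the same chromosome. In the 2-month table, 14280 names were LOC identifiers, and 5241 of them had a symbol in that gene table.

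To place double mutants between WT and atm mutants, axes of 200 genes were drawn by limma 3.58.1, each time leaving out 1 WT and 1 atm mutant fish, which were then scored with the double mutants. This gave 16 axes in brain and 12 in liver, where 3 atm mutants were available. Log2 fold changes of separate experiments were compared by Spearman correlation across genes; genes are not independent replicates, so that correlation was set against other splits of the libraries.

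Besides the target genes, genes are named by rule: per comparison, up to 3 higher and 3 lower with the largest change among genes past the threshold with a mean log2 CPM of at least 1, no overlap between groups and a symbol, plus at most 3 members of a gene set past the threshold. Some results of single genes are not reported here. The grouping, designs, this rule, the gene sets and nearly all alternatives were fixed before the data were examined. Alternatives covered DESeq2 1.42.0 (Wald test and size factors), the filter, robust fitting, covariates, a fold-change threshold, the 20 most-counted genes, the replicate block and leaving out each library in turn. The Wald test of DESeq2 was run without its default independent filtering and without its default cutoff for outlying counts. The match of set symbols through the gene table, set scores from the files' own symbols alone and a depth class for the brains were added after seeing the data. Where a group had at most 3 counts of a gene in every library, its fold change is given as a lower bound computed against 3 counts. Reads carried no molecular identifiers, so these floors and the Wilson intervals given for single libraries cover counting error only.

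The procedure was tested on simulated counts with the means and library sizes of the real genes, in which 200 genes were changed by 1.5 on the log2 scale. Changed genes were drawn from the better-counted ones only. Counts were simulated independently for each gene from the fitted dispersion trend, with no sex effect and no outlying library. The share recovered was 90% in atm mutant brain, 56.5% in atm mutant liver, 65.5% in double-mutant liver, 86.5% in blm mutant liver and 32% in cgas mutant brain. Simulations with 0 changed genes gave 1 call in the first of these and 0 in the other four. Other splits of the real libraries gave up to 2, 131, 628, 9 and 480 genes in the same order. The simulations therefore do not set the number of chance calls in the real libraries. Among 53 pairs of replicates, the chi-square statistic per gene was at least 7.6, so no library appeared to have been entered in duplicate.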

Results

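RNA abundance was measured in killifish that carry mutations in genes of DNA repair and of the sensing of DNA in the cytosol. The gene atm encodes a kinase that responds to DNA breaks and is mutated in ataxia telangiectasia, and blm encodes a helicase that is mutated in Bloom syndrome. The enzyme cGAS binds DNA in the cytosol and signals through the adaptor STING, encoded by sting1. At 2 months of age, brain and liver were taken from WT fish, atm mutants and atm cgas double mutants, with 2 males and 2 females per genotype and tissue, except that 3 atm mutant livers (1 male and 2 females) were analysed here. At 3 months, livers of 3 blm mutant and 4 WT males were sequenced in a separate experiment, and brains of 5 cgas mutants (2 males and 3 females) and 2 WT fish (1 male and 1 female) in another. Total counts, in units of 1000000 counts (M), ranged from 18.63 to 39.28 M in the 12 brains and from 25 to 36.82 M in the 11 livers of the 2-month experiment. The partial totals of the 3-month tables ranged from 19.5 to 24.09 M in liver and from 11 to 17.28 M in brain. The 20 most-counted genes held 7.75 to 10.5% of the counts in 2-month brains and 30.4 to 59.8% in 2-month livers, with the upper end in the livers of WT females 3 and 4. The 2-month brains fell into 2 depth ranges, with 6 libraries over and 6 under 25 M, and each range held libraries of all 3 genotypes.

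The mutated genes were examined first in every library. In brain, atm reached 32.1 ± 4.08 CPM in WT (SD, n = 4), 22.4 ± 0.89 in atm mutants (SD, n = 4) and 22.3 ± 3.42 in double mutants (SD, n = 4). Every mutant brain lay below every WT brain (19.1 to 27.1 against 27.4 to 37.3 CPM), and the two-sided exact permutation test gave p = 0.0286 for either mutant group, the smallest value it can give. The log2 fold change was -0.52 (SE 0.115) in atm mutants and -0.52 (SE 0.115) in double mutants, but with adjustment over all genes edgeR's quasi-likelihood test gave Benjamini-Hochberg p of 0.540 and 0.701. In liver, where atm was counted 39 to 195 times per library, the fold changes were -0.58 (SE 0.329) and -0.72 (SE 0.293), and the exact permutation test gave p = 0.143 and p = 0.114. Expression of blm in blm mutant livers was 5.72 ± 1.16 CPM (SD, n = 3) against 7.84 ± 1.65 in WT (SD, n = 4), a log2 fold change of -0.46 (SE 0.214), with p = 0.0857 by exact permutation and an adjusted p of 0.645 by edgeR.

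The cgas gene is listed in the tables under its older symbol mb21d1. Its counts were low in most libraries whatever the genotype: 8 to 14 in WT brains, 6 to 13 in atm mutant brains and 5 to 9 in double-mutant brains 1 to 3. The brain library labelled double mutant 4 held 131 counts of mb21d1 (3.93 CPM), and the liver library of the same label held 212 (4.35 CPM), against 0 to 1 in the other double-mutant livers, so mb21d1 did not set this fish apart as a cgas mutant. Among WT livers at 2 months, fish 1 held 271 counts and the others 0 to 6. In the cgas experiment, mutants held 8 to 18 counts, WT male 3 held 19 and WT female 4 held 282, so that the WT brains differed widely from each other (1.27 and 17.6 CPM). All 5 mutants lay below both, at 0.647 to 1.1 CPM (log2 fold change -2.96, SE 0.816, edgeR adjusted p = 0.290; p = 0.0476 by exact permutation, the smallest possible). In the 3-month livers, blm mutants L3 and L30 held 362 and 92 counts and L29 held 2, against 1 to 9 in WT (p = 0.114, exact permutation). At these counts, a loss of mb21d1 in mutants was not detectable in the 2-month libraries. The gene sting1, listed as LOC107380073, was high in the same libraries: 472 counts in the brain and 982 in the liver labelled double mutant 4, 455 in the liver of WT 1, 575 in the brain of WT female 4, and 439 and 167 in the livers of blm mutants L3 and L30.

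**Figure D1:**
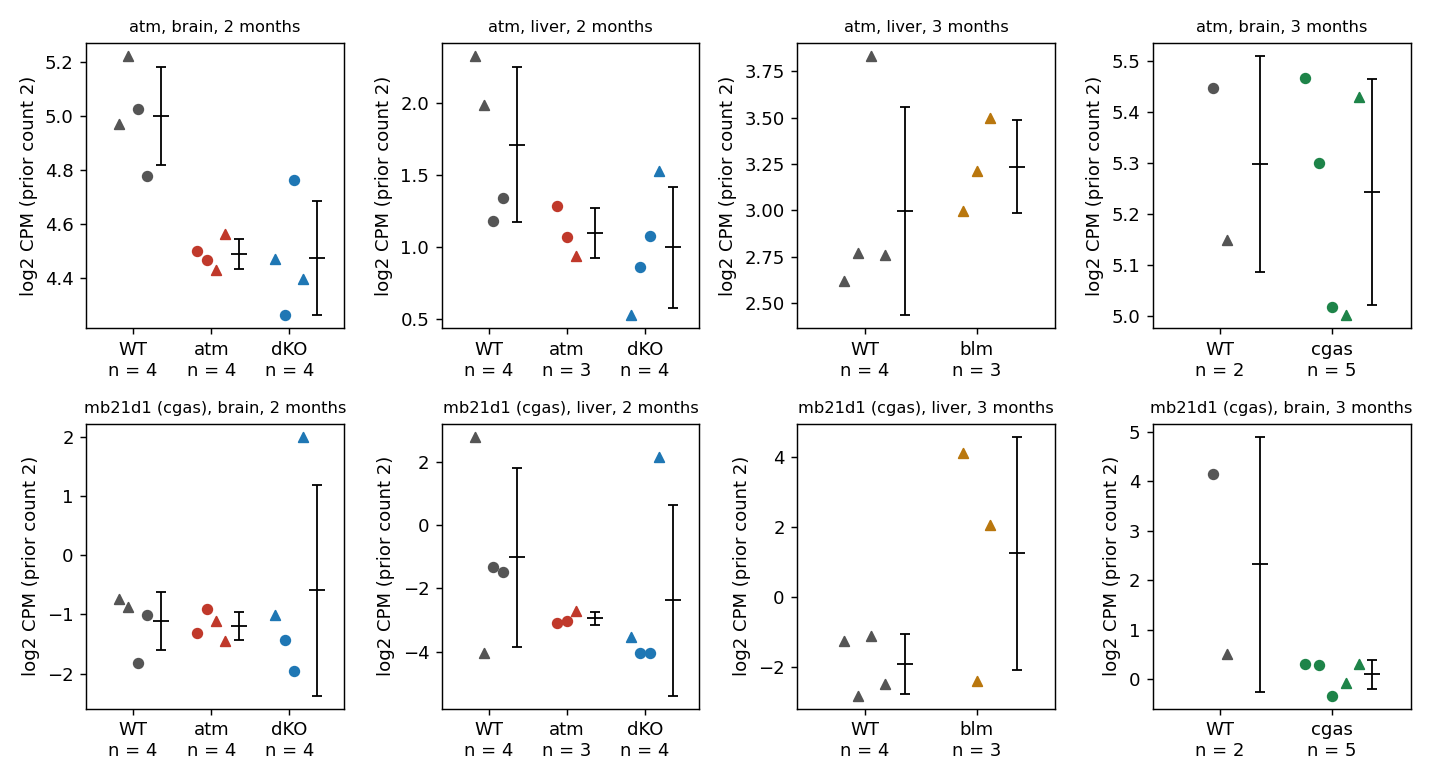
Log2 CPM of atm (top) and mb21d1, the cgas gene (bottom), in each library of the 4 tissue and age panels, with circles for females, triangles for males and bars for the mean ± SD. All atm mutant and double-mutant brains lay between 19.1 and 27.1 CPM of atm, below the WT brains, while mb21d1 was low in most libraries of every genotype.

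Whether the atm mutation changed expression in the 2-month brain was tested over 20273 genes. In atm mutants against WT, 2 genes passed an adjusted p of 0.05 and both were lower, while 1783 genes had an unadjusted p under 0.05, where chance gives 1014. Of the 35 splits of these libraries, 6 gave as many. The first, lpar6a (LOC107380201), fell from 20.4 ± 1.56 CPM (SD, n = 4) to 6.18 ± 0.759 (SD, n = 4), a log2 fold change of -1.72 (SE 0.178, edgeR adjusted p = 0.00419). The second, rcbtb2, fell from 40.0 ± 3.13 CPM (SD, n = 4) to 21.5 ± 0.856 (SD, n = 4), a log2 fold change of -0.89 (SE 0.0919, edgeR adjusted p = 0.00419). These genes are neighbours in the table with 0 genes between them, and they lie on the chromosome that holds atm in the assembly NfurGRZ-RIMD1. In double mutants against WT, rcbtb2 was the 1 gene past the threshold, at 23.2 ± 2.69 CPM (SD, n = 4; log2 fold change -0.79, SE 0.0914, edgeR adjusted p = 0.0283). Double mutants against atm mutants gave 0 genes, with 1077 at an unadjusted p under 0.05, close to the 1014 that chance gives. DESeq2's Wald test gave 31 genes (20 higher, 11 lower), 23 (17 higher, 6 lower) and 0. With the depth range as a covariate, the counts stayed at 2, 1 and 0 genes.

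In the 2-month liver, 16174 genes were tested. Between atm mutants and WT, 0 genes passed the threshold and 1621 had an unadjusted p under 0.05, against 809 by chance. As many came from 4 of 35 splits. Between double mutants and WT, 107 genes passed, 72 higher and 35 lower, and between double mutants and atm mutants 7 genes passed, 2 higher and 5 lower, of which 6 were also called against WT in the same direction. With the replicate number as a block, these 3 comparisons gave 0, 0 and 0 genes, with 1148, 2450 and 1216 at an unadjusted p under 0.05. The mean correlation of same-numbered livers, as deviations from their group means, was -0.329 for atm mutants and WT, -0.122 for double mutants and WT and 0.118 for the 2 mutant groups, against 0.114, 0.0494 and -0.0351 for livers with other numbers. Same-numbered atm mutants and WT were always of opposite sex. Deviations from group means keep differences between the sexes, so the first correlation mixes sex with the pairing. The double mutants' difference from WT was called only in fits without the block. Same-numbered double mutants and WT are different fish, and their livers were not more alike than others (-0.122 against 0.0494). The block also uses degrees of freedom, so the loss of these calls cannot be told apart from a loss of power. The double mutants' difference from WT also differed between the sexes: fitted within sex, 984 genes passed in females and 2 in males, and 68 genes passed a test of the difference between the sexes (edgeR, 2 fish per sex and genotype). DESeq2's Wald test gave 118 genes (61 higher, 57 lower), 1222 (622 higher, 600 lower) and 365 (226 higher, 139 lower) for the 3 comparisons.

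Among genes higher in double-mutant than in WT livers, the named ones were odc1, at 112 ± 102 against 5.59 ± 2.44 CPM (SD, n = 4 and n = 4; log2 fold change 3.86, SE 0.516, edgeR adjusted p = 0.0332), eif4e1c (LOC107375702; 2.57, SE 0.458, adjusted p = 0.0445) and cyb5b (LOC107381353; 2.11, SE 0.329, adjusted p = 0.0385). Lower were foxa2, at 15.1 ± 3.08 against 69.0 ± 22.1 CPM (SD, n = 4 and n = 4; -2.17, SE 0.309, edgeR adjusted p = 0.0359), alas1 (-1.92, SE 0.342, adjusted p = 0.0445) and nelfa (-1.85, SE 0.160, adjusted p = 0.00704). With the replicate block, log2 fold changes of these 6 genes ranged from -2.17 for foxa2 to 3.91 for odc1, and the smallest adjusted p among them was 0.0922, for nelfa. Against atm mutants, nelfa fell from 52.1 ± 4.76 CPM (SD, n = 3) to 14.6 ± 3.82 (SD, n = 4; -1.94, SE 0.171, edgeR adjusted p = 0.00453) and ip6k2 from 85.2 ± 12.6 (SD, n = 3) to 24.7 ± 6.62 (SD, n = 4; -1.89, SE 0.169, adjusted p = 0.00453). Likewise pdk2a (LOC107387611) was lower (-2.07, SE 0.222, edgeR adjusted p = 0.0165) and bhlhe41 higher (2.44, SE 0.321, adjusted p = 0.0433). With the block, the adjusted p of these 4 genes against atm mutants ranged from 0.139 for nelfa and pdk2a to 0.288 for bhlhe41, with a same-number correlation of 0.118.

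**Figure D2:**
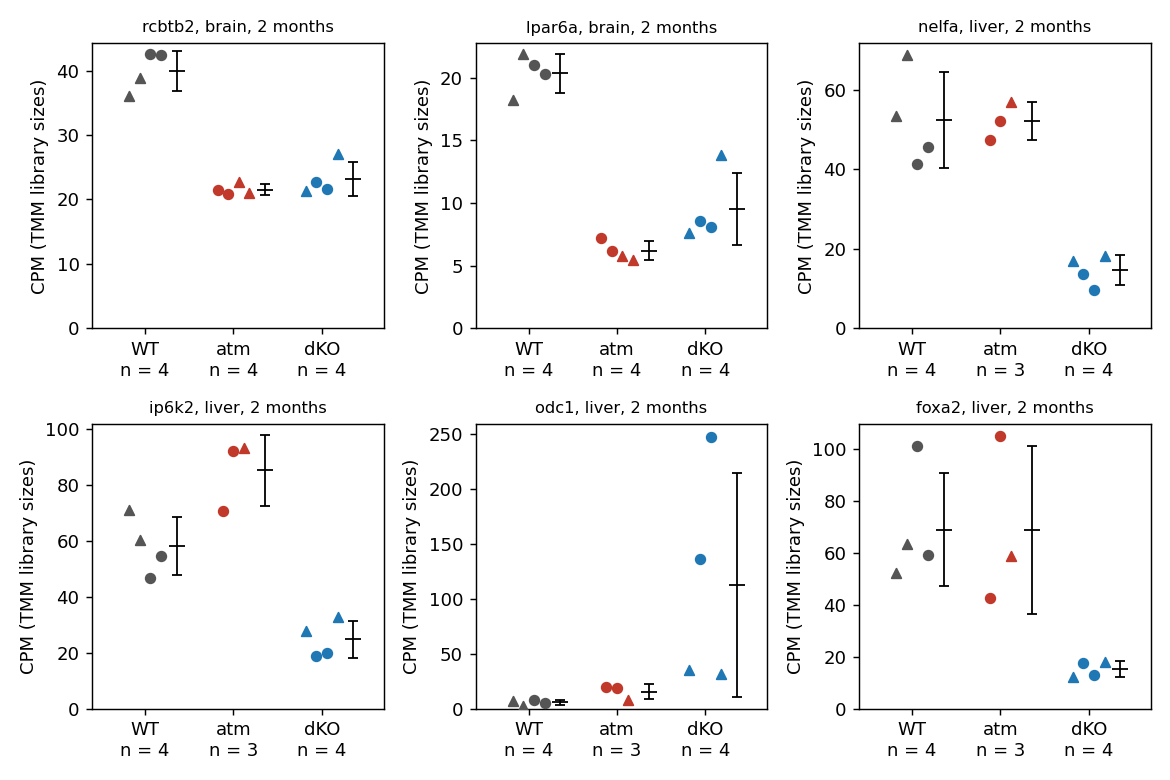
CPM of rcbtb2 and lpar6a in brain and of nelfa, ip6k2, odc1 and foxa2 in liver for each 2-month library, with circles for females, triangles for males and bars for the mean ± SD. In double-mutant livers nelfa lay between 9.61 and 18.2 CPM, below the 41.4 to 68.7 of WT and the 47.3 to 56.8 of atm mutants, whereas odc1 was above every WT liver but spread widely among double mutants, with an SD of 102 around a mean of 112.

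The atm mutation's effect was compared between tissues by an interaction test over 21597 genes. The effect differed at 52 genes. The signed log2 change was higher in liver than in brain at 12 of them and lower at 40. At an unadjusted p under 0.05 there were 2808 genes. Brain and liver of one fish deviated together from their group means with a mean correlation of 0.115, against -0.0121 for brain and liver of other fish. With the fish as a replicate block, 0 genes passed the threshold and 2019 had an unadjusted p under 0.05.

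Gene set scores addressed whether inflammatory and damage responses differed between genotypes. Over 24 tests, 2 gave an exact permutation p under 0.05 and 0 did after adjustment, with a smallest adjusted p of 0.457. No exact permutation p here can fall under 0.0286, so a single test could not pass the adjustment over 24 tests. The absence of adjusted calls therefore weighs little. In brain, the interferon score was 2.33 ± 0.274 in WT, 2.49 ± 0.188 in atm mutants and 2.85 ± 0.661 in double mutants (SD, n = 4 each). The difference of 0.17 between atm mutants and WT had p = 0.371 by exact permutation, the difference of 0.52 between double mutants and WT had p = 0.171, and the difference of 0.36 between double mutants and atm mutants had p = 0.400. Without the library labelled double mutant 4, which scored 3.83, the double-mutant brains lay between 2.40 and 2.58. The brain NF-kB and p53 scores of atm mutants differed from WT by 0.01 and 0.03, with p = 0.886 and p = 0.314 by exact permutation. Within a depth range, too few brains of a genotype remained for an exact test of these differences. Of the 33 interferon genes tested in brain, 22 were higher and 11 lower in atm mutants, and 0 passed the threshold over the set or over all genes, with 1 at an unadjusted p under 0.05. In double mutants 30 were higher and 3 lower against WT, with 9 at an unadjusted p under 0.05, and 30 and 3 against atm mutants, with 1. Again 0 passed over the set or over all genes.

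In liver, the interferon score was 2.87 ± 0.866 in WT (SD, n = 4), 2.55 ± 0.618 in atm mutants (SD, n = 3) and 2.83 ± 0.703 in double mutants (SD, n = 4). The difference between atm mutants and WT was -0.32 (p = 0.600, exact permutation) and -0.08 with the replicate block (p = 1.00, exact sign-flip test on 3 pairs). Between double mutants and WT it was -0.04 with or without the block (p = 0.886 without, p = 1.00 with, exact tests), and between double mutants and atm mutants 0.28 without the block (p = 0.514) and 0.13 with it (p = 0.750, exact tests). The liver NF-kB score differed between atm mutants and WT by 0.14 without the block and by -0.06 with it (p = 0.750, exact sign-flip test), a change of direction. The 3 pairs leave out WT 3, and without that liver the unblocked differences were already -0.05 for NF-kB and -0.07 for interferon. The change thus came with the loss of WT 3. For double mutants the NF-kB score was higher by 0.43 against WT (p = 0.343, and p = 0.5 with the block) and by 0.29 against atm mutants (p = 0.543 by exact permutation, and 0.38 with p = 0.5 with the block). The p53 score differed by 0.03 between atm mutants and WT (0.02 with the block, exact p = 0.657 and p = 1.00), by 0.19 between double mutants and WT (exact p = 0.200, and p = 0.375 with the block) and by 0.16 between double mutants and atm mutants (0.18 with the block, exact p = 0.371 and p = 0.250). In these comparisons a sign-flip p cannot fall under 0.250 on 3 pairs, nor under 0.05 on 4 pairs. Same-numbered livers had correlations of -0.329, -0.122 and 0.118 in these 3 comparisons, and same-numbered atm mutants and WT also differ in sex. Without the liver labelled double mutant 4, the NF-kB differences of double mutants fell to 0.17 against WT and 0.04 against atm mutants. Their p53 differences fell to 0.07 and 0.04. One set member passed over all genes, myd88 of the NF-kB set, at 12.7 ± 2.67 CPM in double mutants against 7.63 ± 2.02 in WT (SD, n = 4 and n = 4; log2 fold change 0.73, SE 0.137, edgeR adjusted p = 0.0493, and 0.170 with the block). Adjusted over that set alone, 2 of its 36 members passed.

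**Figure D3:**
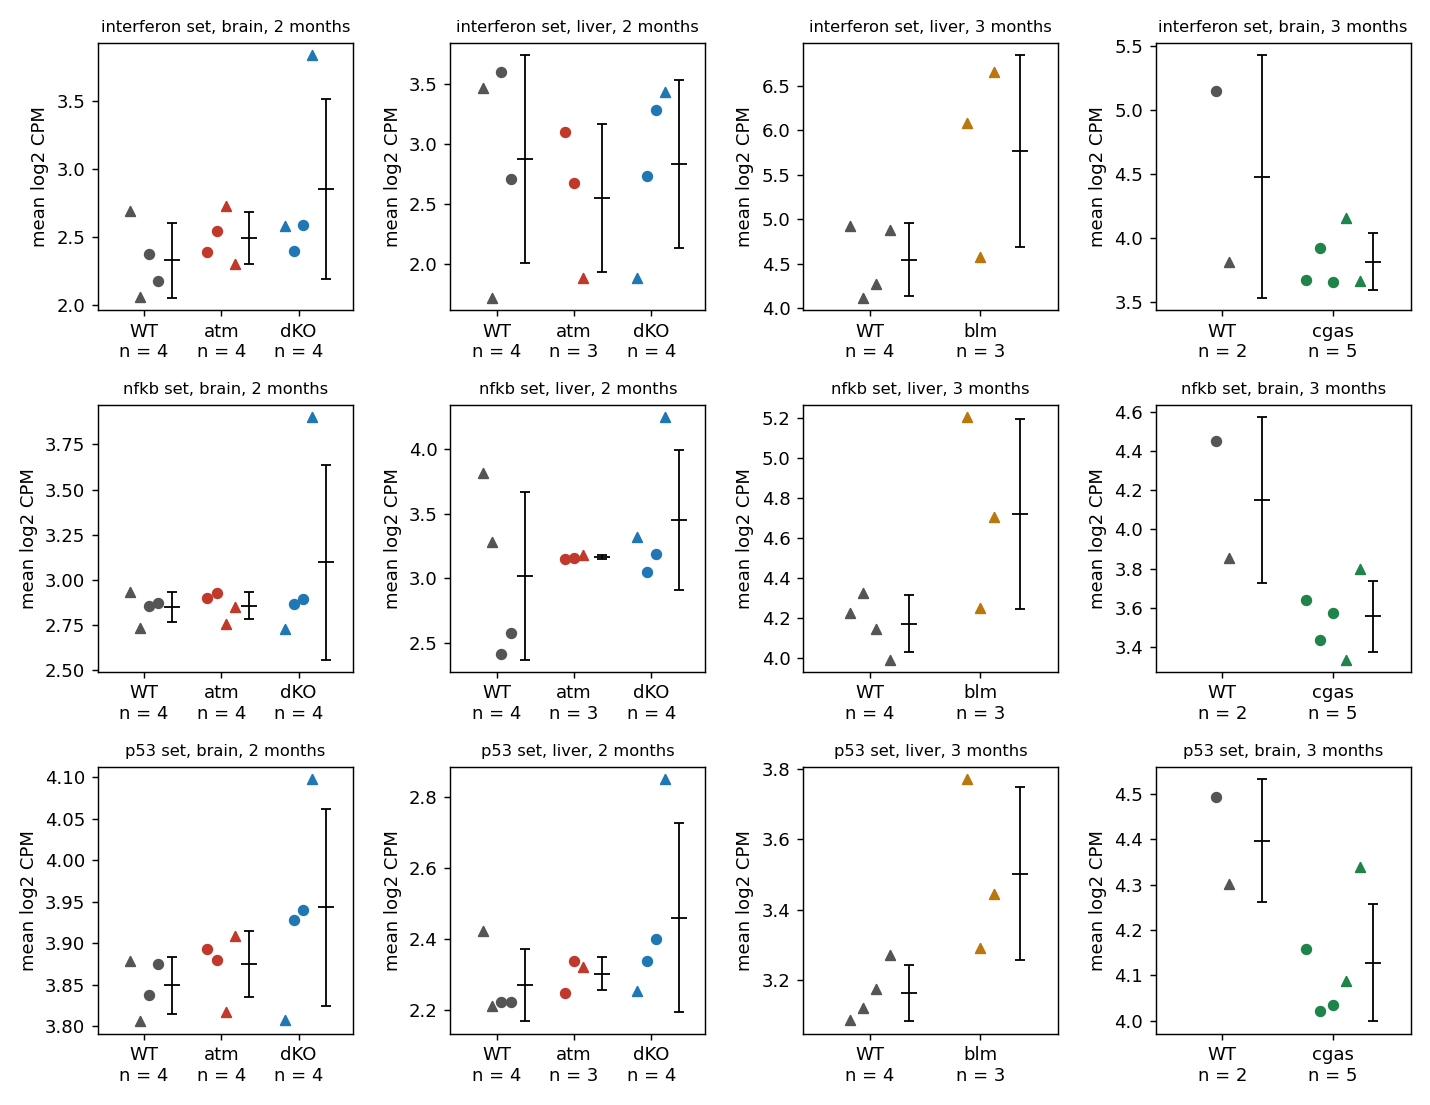
Mean log2 CPM over the interferon, NF-kB and p53 gene sets in each library, by tissue, age and genotype, with circles for females, triangles for males and bars for the mean ± SD. Groups overlapped in nearly every panel, and the brain library labelled double mutant 4 stood at an interferon score of 3.83 while the other double-mutant brains lay between 2.40 and 2.58.

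Whether the double mutants lay nearer to WT than atm mutants did was asked with scores on axes drawn between the 2 groups. On these axes, left-out WT and left-out atm mutants of both sexes together overlapped in both tissues, so no position between them could be assigned. Females alone did not overlap, with WT at -1.22 and -0.985 and atm mutants at 0.396 and 0.437 in liver. In brain, WT females stood at -0.292 and 0.0468 and atm mutant females at 0.209 and 0.247. Males overlapped in brain but not in liver, where the atm mutant stood at 1.12 and WT at 0.69 and 0.993. Each sex holds too few fish to place the double mutants. Brain scores were 0.02 ± 0.229 in WT, 0.17 ± 0.140 in atm mutants and 0.07 ± 0.136 in double mutants (SD, n = 4 each), and double mutants did not differ from atm mutants (p = 0.343, exact permutation). Liver scores were -0.13 ± 1.13 in WT (SD, n = 4), 0.65 ± 0.405 in atm mutants (SD, n = 3) and 0.51 ± 0.116 in double mutants (SD, n = 4), with p = 0.629 for the same comparison by exact permutation.

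The series varied sex by design, and its effect was tested in the 2-month fish. In brain, 1 of 19883 genes differed, rnf19a, which was lower in males at 10.1 ± 1.23 CPM (SD, n = 6) than in females at 20.4 ± 1.25 (SD, n = 6; log2 fold change -1.01, SE 0.0707, edgeR adjusted p = 9.83e-05). At an unadjusted p under 0.05 there were 1770 genes, against 994 by chance. As many came from 18 of 100 drawn splits. In liver, 439 of 15456 genes differed, 198 higher and 241 lower in males, and rnf19a was again lower in males (-0.90, SE 0.160, edgeR adjusted p = 0.0202). Higher in males were sapcd1 (at least 277-fold), chrm3a (LOC107375944, at least 80.8-fold) and prrt4a (LOC107388877, log2 fold change 7.86, SE 0.850, edgeR adjusted p = 0.00314). Lower in males were vtg3 (LOC107392704, a vitellogenin, the egg yolk precursor; -13.92, SE 2.27, edgeR adjusted p = 0.0162), b3gat1a (LOC107380714, at least 4210-fold) and wfdc2 (LOC107390634; -8.30, SE 1.20, adjusted p = 0.00925). Expression of vtg3 varied widely among females, from 3.78 CPM in double mutant 3 to 65600 CPM. Sex-by-genotype tests of the atm effect gave 0 genes in brain, with 2713 at an unadjusted p under 0.05, and 0 in liver, with 1191.

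In the 3-month livers of blm mutants against WT, 0 of 10374 genes passed the threshold and 835 had an unadjusted p under 0.05, against 519 by chance. As many came from 7 of 35 splits. DESeq2's Wald test called 161 genes, and leaving out blm mutant L29 gave 389 calls by edgeR, 364 of them higher. The p53 score was 3.50 ± 0.244 in blm mutants (SD, n = 3) and 3.16 ± 0.0806 in WT (SD, n = 4), a difference of 0.34 with p = 0.0286 by exact permutation, the smallest possible, and an adjusted p of 0.457. The interferon score was higher by 1.22 (p = 0.114) and the NF-kB score by 0.55 (p = 0.0571, exact permutation tests). Leaving out each library in turn gave differences from 0.21 to 0.44 for p53 and from 0.76 to 1.82 for interferon. With the files' own symbols alone the p53 difference was 0.14. Adjusted over the set alone, 4 of 20 interferon genes and 6 of 36 p53 genes passed, and over all genes 0 and 0 did. Counts of sting1 were 439 and 167 in blm mutants L3 and L30 and 12 in L29, against 3 to 14 in WT, with a log2 fold change of 4.71 (SE 1.1, edgeR adjusted p = 0.499).

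In 3-month brains of cgas mutants against WT, 64 of 13825 genes passed the threshold, 5 higher and 59 lower, in a comparison that rests on 2 WT fish. Higher in mutants were ppm1ka (LOC107376848), at 87.6 ± 18.6 CPM (SD, n = 5) against 24 ± 4.55 (SD, n = 2; log2 fold change 1.91, SE 0.205, edgeR adjusted p = 0.0216), and mical2 (1.43, SE 0.195, adjusted p = 0.0495). Lower were muc13b (LOC107387911, at least 309-fold), tmprss15 (at least 104-fold) and plac8, which stood at 0.0479 ± 0.107 CPM in mutants (SD, n = 5) and 69.3 ± 40.7 in WT (SD, n = 2; -10.19, SE 0.748, edgeR adjusted p = 0.00583). A list of 12 intestinal marker genes was lower in mutants throughout, and 14 muscle marker genes held 3.90 to 12.3% of the counts in mutants against 2.07 and 2.16% in the WT brains. The NF-kB score was lower in mutants by 0.59, at 3.56 ± 0.181 (SD, n = 5) against 4.15 ± 0.422 (SD, n = 2; p = 0.0476 by exact permutation, the smallest possible, adjusted p = 0.457), while the interferon score differed by -0.67 (p = 0.143) and the p53 score by -0.27 (p = 0.0952, exact permutation tests). Adjusted over the set alone, 3 of 29 NF-kB genes, 0 of 21 interferon genes and 2 of 40 p53 genes passed. Over all genes 0, 0 and 1 did, with 6, 6 and 6 at an unadjusted p under 0.05. DESeq2's Wald test called 643 genes, 396 of them higher in mutants. The balance towards lower genes among the 64 edgeR calls thus depended on the test used.

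Fold changes were compared across experiments to ask whether the mutations moved the same genes. Across 10227 genes of the liver, those of blm mutants and of atm mutants, each against WT, had a Spearman correlation of -0.107 (Pearson -0.184). Across 13053 genes of the brain, those of cgas mutants against WT and of double mutants against atm mutants had a Spearman correlation of -0.0854 (Pearson -0.0882). Neither exceeded what other splits of the libraries gave: correlations as far from 0 came from 5 of 35 splits in the first comparison and from 15 of 21 in the second.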

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

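The tests below were chosen only after the results were seen, with the exception of the leukocyte score of the brain labelled double mutant 4. In 13 of 95 groups of libraries 1 library lay further from the others than about 1 in 20 groups does by chance, where chance alone gives about 4.8 such groups, so several of the single values below are of a kind that chance produces.

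The brain library labelled double mutant 4 scored 3.83 on the interferon set and 3.90 on the NF-kB set, while the other double-mutant brains scored 2.40 to 2.58 and 2.73 to 2.90. Library depth did not account for it: over the 12 brains the interferon score and the total count had a Spearman rho of 0.182 (permutation p = 0.573, adjusted over 6 relations 0.688) and a Pearson r of 0.279 (permutation p = 0.438), and r was 0.0809 without the 2 libraries farthest from the median depth. Within the 6 brains over 25 M counts and the 6 under rho was -0.143 (exact permutation p = 0.803) and 0.0857 (exact permutation p = 0.919). The 20 most-counted genes held 9.73% of its counts (95% Wilson interval 9.72 to 9.74%), inside the range of 7.75 to 10.5% over all 12 brains. Its score on a hand-written list of leukocyte markers lay 11.2 SD above the mean of the other 11 brains, at 3.82 against 0.99 to 1.69. An artefact of this one library was weighed with the liver of the same fish, which also stood apart, with 212 counts of mb21d1. This weighs against a swap of 1 library, but a label wrong for the whole fish would give the same. Its brain had atm at 20.9 CPM, below every WT brain (27.4 to 37.3 CPM), but its liver had atm at 2.83 CPM, above WT livers 3 and 4 (2.21 and 2.48 CPM), so the level of atm does not settle the genotype of this fish. The names of both libraries of this fish in the deposited table also differ in form from those of the other double mutants, which leaves more doubt about their assignment. RNA from leukocytes in the tissue remains a candidate explanation, and it would cover cells that entered the living tissue as well as blood left at dissection. No biological explanation that rests on genotype was tested, since the other 3 double mutants did not share the pattern.

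In the liver labelled double mutant 4, log2 CPM was 2.14 for mb21d1 and 4.34 for sting1, against -4.05 to -3.53 and -2.51 to -1.77 in the other double-mutant livers. Its depth of 34.36 M counts lay inside the range of the other double mutants (29.43 to 36.82 M), while its leukocyte score of 4.21 lay above theirs (-0.57 to 0.15). In WT 1, the liver had log2 CPM of 3.54 for sting1 (-3.09 to -2.07 in the other WT livers) and 2.84 for cyb5b (1.59 to 1.67), and a p53 score of 2.42 (2.21 to 2.22). Its leukocyte score of 3.28 was also above the others (-0.40 to -0.24), and its depth of 35.17 M exceeded that of the other WT livers (25 to 26.76 M). The deeper livers of atm mutant 1 and double mutant 1 (36.35 and 36.82 M) held 1 and 8 counts of sting1 against 455 in WT 1, and their p53 scores were 2.25 and 2.25 against 2.42, so depth alone did not give a high sting1 or p53 score. For cyb5b, which was higher in double mutants, depth cannot be told apart from other sources. Leukocyte RNA may contribute to the values of mb21d1 and sting1 in both livers, and the expression of these genes in the liver cells themselves cannot be read from such libraries.

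In other groups, 1 library stood apart with no explanation found. The 3-month WT liver L19 had log2 CPM of 3.83 for atm (2.62 to 2.77 in the others) and 3.38 for blm (2.81 to 2.85), at a depth of 23.22 M, inside the 20.43 to 24.09 M of the others. The brain of atm mutant 4 scored -0.0421 on the axis from WT to atm mutants, against 0.21 to 0.25 in the other atm mutants, at a depth of 20.71 M, inside their 19.55 to 33.62 M. No biological explanation was tested for these 2 fish.

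Among 3-month cgas mutant brains, tmprss15 stood at a log2 CPM of -2.09 in female 1 and plac8 at -1.36 in female 2, with all other mutants at -2.73. Counting noise covers the first, a count of 1. The second rests on 4 counts, above the floor of 3 by 1 count, and no biological explanation was tested.

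The liver of female double mutant 3 had a log2 CPM of 0.84 for b3gat1a, against 6.88 to 10.17 in the other females. Its depth of 29.43 M lay among theirs. A swapped sex label could not be excluded: rnf19a reached 19.3 CPM in the brain of this fish, above the males (9.02 to 12.1 CPM), but the gene was named because the labelled sexes do not overlap, and a brain says little about the label of a liver library. Among livers, sapcd1 was at most 0.0928 CPM in the females, this one included, against 3.3 to 114 in males. For prrt4a, females reached at most 0.115 CPM and males at least 1.64. Both genes lean towards a female label for this liver, but they were named by the same rule. In the same liver vtg3 was lowest of the females, at a log2 CPM of 1.94 against 10.6 to 16, so this fish may have had little of the female liver programme at sampling. That state is a hypothesis, since the labels give no reproductive stage.

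The atm effect differed between brain and liver at 52 genes by the interaction test. Among the 8 splits of the fish that part as many same-numbered fish as the real one, 1, the real one, gave as many genes, and with 8 splits this share cannot fall under 0.05. The other 27 splits keep some same-numbered fish together, and 2 of them gave as many. With the fish as a replicate block 0 genes passed, with 2019 at an unadjusted p under 0.05, so a difference between tissues cannot be told apart from variation among fish. Fits that each left out 1 fish gave 5 to 338 genes, so the number depended on single fish of both genotypes.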

How the results depend on the processing

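The following alternatives were chosen only after seeing the data: the depth range as covariate in brain and set scores from the files' own symbols. The cause of each change below was not tested unless a value shows it.

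DESeq2's Wald test on the same genes called more genes than edgeR in most comparisons. Its default cutoff for outlying counts was off, so single outlying libraries may have added to its calls. In brain it called 31 genes in atm mutants against WT (2 by edgeR), 23 in double mutants against WT (1) and 0 in double mutants against atm mutants (1303 at an unadjusted p under 0.05). In liver it called 118 (0), 1222 (107) and 365 (7), and for the tissue-by-genotype test 485 (52). For sex it called 41 in brain (1) and 1674 in liver (439), for sex by genotype 95 in brain (0) and 197 in liver (0), in blm mutant liver 161 (0) and in cgas mutant brain 643 (64). All 107 genes of the double-mutant liver were among the 1222.

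Fitting only the 2 genotypes compared gave 4 genes for atm mutants and 0 for double mutants against WT in brain (887 at an unadjusted p under 0.05), and in liver 8 for atm mutants, 0 for double mutants (2377) and 1 for double mutants against atm mutants. Without the sex covariate the liver gave 59 genes for double mutants against WT and 11 against atm mutants. Without a genotype covariate the sex test gave 2 genes in brain and 219 in liver. Without the filter on low counts, double mutants against atm mutants in liver gave 17 genes and sex by genotype in liver 1. Requiring an absolute log2 fold change of at least 1 left 1 gene for atm mutants and 0 for double mutants against WT in brain (1094 at an unadjusted p under 0.05), and 276 for sex in liver.

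The replicate block gave 0 genes for double mutants against WT (2450 at an unadjusted p under 0.05) and 0 against atm mutants (1216) in liver, and the fish as replicate block gave 0 for tissue by genotype (2019). In brain it gave 2 genes for atm mutants against WT, 0 for double mutants against WT (984) and 0 for double mutants against atm mutants (1524), where same-numbered samples, which are different fish, correlated at 0.0661, 0.0248 and -0.0749. Brain interferon scores with the block differed by 0.17, 0.52 and 0.36 in these 3 comparisons, NF-kB scores by 0.01, 0.25 and 0.24 and p53 scores by 0.03, 0.09 and 0.07, with exact sign-flip p from 0.250 to 1.00. On 4 pairs this test cannot give a p under 0.05.

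Leaving out each library in turn gave from 1 to 3 genes in atm mutant brain, from 0 to 2 in double-mutant brain, from 0 to 5 in atm mutant liver, from 0 to 745 in double-mutant liver against WT and from 0 to 161 against atm mutants, from 5 to 338 for tissue by genotype, from 0 to 389 in blm mutant liver and from 7 to 84 in cgas mutant brain. For double-mutant liver the highest value came without WT 1 and the lowest without WT 4, and the 389 came without blm mutant L29. Leaving out a WT brain of the cgas experiment gave no test, since 1 would remain. Score differences under the same omissions ranged from -0.71 to 0.0260 (interferon, atm mutant liver), from -0.43 to 0.28 (interferon, double-mutant against WT liver), from -0.0569 to 0.60 (interferon, double-mutant against atm mutant liver), from -1.34 to 0.00645 (interferon, cgas mutant brain), from -0.0356 to 0.0551 and from -0.0427 to 0.38 (NF-kB, atm mutant against WT and double-mutant against atm mutant brain), from -0.0497 to 0.39 (NF-kB, atm mutant liver), from 0.31 to 1.12 (NF-kB, blm mutant liver) and from -0.88 to -0.29 (NF-kB, cgas mutant brain). The correlation of cgas mutant with double-mutant fold changes ranged from -0.161 to 0.0401.

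Small score differences changed sign under other summaries. With medians over set genes, the interferon difference of double-mutant against WT liver was 0.0290 and the p53 differences were -0.0817 in atm mutant brain, -0.0502 in atm mutant liver and 0.0305 in cgas mutant brain. With z-scores the p53 differences were -0.0133 in atm mutant brain and -0.0397 in atm mutant liver, and with the files' own symbols the NF-kB difference in atm mutant brain was -0.0307 and the p53 difference in atm mutant liver -0.0597. Those symbols also shrank the differences that had an exact permutation p under 0.05. For p53 in blm mutant liver, 0.34 became 0.14, and for NF-kB in cgas mutant brain, -0.59 became -0.29. A rotation test (limma's fry) gave the opposite direction for p53 in atm mutant liver at an adjusted p of 0.959, where the other summaries of that score gave 0.686 to 0.882, and the replicate block gave -0.0597 for NF-kB in atm mutant liver. Drawn from 50 genes, the axis score of double mutants exceeded that of atm mutants in liver by 0.0556. Among genes with an unadjusted p under 0.05 in the 2-month contrast, the correlation of cgas mutant with double-mutant fold changes was -0.295.

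Over the alternatives for single named genes, 329 results kept their direction and their side of the threshold, 92 became weaker, 4 stronger and 0 reversed. The 329 include target genes that had not passed the threshold and stayed so, and all 4 stronger results were of such genes. All 92 weaker results were of genes that had passed. Of these, myd88 lost the threshold in 12 of 16 settings and mical2 in 6 of 11, while rcbtb2 in atm mutant brain kept it in all 16. With DESeq2's size factors in edgeR, 105 of the 107 genes of the double-mutant liver and 63 of the 64 of the cgas mutant brain were called again. In simulations 32% of 200 changed genes were recovered in the cgas experiment and 56.5% in atm mutant liver, so that changes of 1.5 on the log2 scale can be missed at this number of libraries.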

Other observations

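Tests of other splits of the libraries, of the chromosome of atm in brain, of the 20 most-counted genes, of intestinal markers, of the muscle share, of mb21d1 with sting1, of brain with liver and of depth ranges were chosen only after the results were seen.

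Other splits of the same libraries into groups of the same sizes were tested for how often they gave as many genes past the threshold. Among the 8 splits that part as many same-numbered fish as the real one, as many genes came from 1 split for atm mutants against WT in brain, 1 for double mutants against WT in brain, 8 for double mutants against atm mutants in brain, 8 for atm mutants against WT in liver, 2 for double mutants against WT in liver and 1 for double mutants against atm mutants in liver. With 8 splits the share cannot fall under 0.05. The other 27 splits, which keep some same-numbered fish together, gave as many in 1, 3, 27, 27, 0 and 3 cases, and the other split counted for double-mutant and WT livers gave 628 genes, more than the 107 of the real one. Where the real split gave 0 genes, every split gives as many and the comparison is empty, as also for blm mutant liver, with 35 of 35 splits. Counted by genes with an unadjusted p under 0.05 instead, as many came from 2, 4, 3, 1, 2 and 1 of the 8 splits in the order above, from 7 of 35 splits for blm mutant liver (835 genes), from 18 of 100 for sex in brain and from 1 of 100 for sex in liver. At the adjusted threshold, for sex in brain 5 of 100 drawn splits gave as many as the 1 gene found, and for sex in liver 1 of 100, the real split. For cgas mutant brain 2 of 21 splits gave as many. The correlations of fold changes across experiments were as far from 0 in 5 of 35 splits for blm and atm and in 15 of 21 for cgas and double mutants.

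The 2 genes lower in atm mutant brain, lpar6a and rcbtb2, lie next to each other and 335 genes from atm in the order of the table, which raised the hypothesis of a haplotype carried along with the atm mutation. Genes were placed on chromosomes by symbol, gene ID or the neighbours in the table, and 92.6% of them could be placed. In atm mutant against WT brain, 31 of 824 genes on that chromosome (3.76%), these 2 among them, had a p under 0.01, against 1.62% on the mean of the other chromosomes, which ranked it 1 of 19, and only 1 of 35 splits, the real one, raised it as much. In double-mutant against WT brain the share was 1.46% (rank 3 of 19, 3 of 35 splits), and in atm mutant against WT liver 2.73% (rank 5, 7 of 35 splits), and there the chromosome did not stand out first. Between double mutants and atm mutants, which share the mutation, it ranked 17 in brain (30 of 35 splits as raised). In double-mutant brains rcbtb2 was lower as well, and lpar6a had a log2 fold change of -1.09 without passing the threshold (edgeR adjusted p = 0.348). The signed log2 effect of the atm mutation on lpar6a was higher in liver than in brain by 2.00 (interaction test, edgeR adjusted p = 0.00547). Set against -1.72 in brain, this means that the decrease of lpar6a was not seen in liver. With the fish as a replicate block, however, 0 genes passed that test (2019 at an unadjusted p under 0.05), so a difference between tissues is not settled. A linked haplotype is thus a candidate explanation, with most support in atm mutant brains, less in double-mutant brains and little in livers, and the lower expression of both genes cannot be assigned to the loss of atm itself.

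A haplotype carried along with the cgas mutation was tested for nelfa, ip6k2 and pdk2a, which were lower in double-mutant livers. None of these 3 genes lies on the chromosome of mb21d1 or on that of atm. The chromosome of mb21d1 was raised as much or more in 33 of 35 splits for double mutants against atm mutants in liver, in 35 of 35 for double mutants against WT in liver and in 29 of 35 for double mutants against atm mutants in brain, so these data speak against that explanation. Other explanations of these 3 genes were not tested.

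The gene rnf19a was lower in males in both tissues, and 53 genes lie between it and gdf6 in the table. A sex-linked region was tested by the share of genes with p under 0.01 on its chromosome. In brain it was 3.27% against 1.31% on the mean of the others (rank 1 of 19), and 1 of 100 drawn splits, the real one, raised it as much. In liver it was 9.66% against 8.72% (rank 7 of 19), and although 2 of 100 splits raised it as much, other chromosomes stood higher. The brain result is consistent with a sex-linked region (1 of 100 splits), while in liver, where 439 genes differed, the chromosome was not first.

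The 107 genes of double-mutant against WT livers were also examined within each sex. In females alone 984 genes passed (408 higher, 576 lower) and in males alone 2, and the test of the difference between the sexes gave 68 genes. Over both sexes, fits that left out 1 female gave 0 to 6 genes, and the fit without the male WT 2 gave 4. Fits without the males WT 1, double mutant 1 and double mutant 4 gave more genes, at 745, 320 and 553. The number thus depended mostly, but not only, on females. For atm mutants the numbers were 317 in females and 0 in males (288 at an unadjusted p under 0.05), with 0 genes for the difference (1169), but the males here are 1 atm mutant against 2 WT, which is too few to weigh against the females. In the livers of WT females 3 and 4, the 20 most-counted genes held 54.0 and 59.8% of the counts and vtg3 3.68 and 4.16%, whereas vtg3 held 0.157 to 0.662% in atm mutant females and 0.389% and 0.000445% in double-mutant females. The effect of a few genes taking most of the counts was tested by leaving out the 20 most-counted genes, which gave 106 genes, 104 of them among the 107. TMM scaling already discounts such genes, so this could hardly have moved the result, and such an effect cannot be told apart from the others. A difference in reproductive state between WT and mutant females is a candidate explanation of the 984 genes, with 2 fish per group and no label of that state.

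In 3-month brains, intestinal markers were lower in cgas mutants, with a median log2 fold change of -1.91 over 12 genes, below all of 10000 random lists of matched expression (percentile 0). Intestinal RNA in the WT libraries is a candidate explanation. The list held 0.0690% of the counts in WT female 4 and 0.0228% in WT male 3. Mutants held 0.00406 to 0.0249% and 2-month brains 0.00719 to 0.0108%. By this share alone WT male 3 lies within the range of the mutants. At tmprss15, muc13b and plac8, named because the groups do not overlap, both WT brains held at least 19.9, 49 and 40.6 CPM. Mutants held at most 0.0844, 0.169 and 0.239 CPM, so WT male 3 did stand apart at these genes. Muscle RNA also differed between the groups (median 1.98 over 14 genes, percentile 100). Liver RNA in the WT libraries would predict a lower liver list in mutants, while the median of that list was higher (1.21, percentile 100). Mutant female 3 held 0.947%, but the other mutants held 0.0436 to 0.105%, less than the 0.146 and 0.215% of the WT brains, so liver RNA in the WT libraries is not excluded. Both WT values lie within the 0.146 to 0.259% of the 2-month brains. That range gives no sign of added liver RNA in WT, although age and experiment differ. WT female 4 also had the highest leukocyte score of these brains, 5.74 against 3.22 to 4.76. Without it, 1 WT brain remained for comparison, and the interferon difference was 0.00645 and the NF-kB difference -0.29. The lower interferon score of mutants thus rests on that brain and cannot be told apart from leukocyte RNA in it. For NF-kB, WT male 3 also scored above the mutants (3.85 against 3.34 to 3.80) with the lowest leukocyte score, which leukocyte RNA in WT female 4 leaves unexplained. These lists share libraries with few WT fish, and an effect of cgas on the same genes was not separated from tissue composition.

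Muscle tissue in the dissected sample was tested in all 3-month brains. Shares at 2 and 3 months were taken over the same genes. Muscle markers held at least 2.07% of their counts (95% Wilson interval 2.06 to 2.07% in WT male 3) and up to 12.3%, against at most 0.0848% in 2-month brains. Retina tissue was not raised in the same way: its markers held 0.0163% at the lowest (interval 0.0157 to 0.0169%) and 0.0683% at the highest, against 0.0620 to 0.0812% at 2 months. Neuron markers held 0.259 to 0.885% in the 3-month brains and 1.41 to 1.53% in the 2-month brains. The 3-month brain libraries may thus include muscle, and age, experiment and dissection cannot be told apart, since the 3-month brains come from 1 experiment.

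Without blm mutant L29, 389 genes passed in blm mutant liver, 364 of them higher, against 0 with it (835 at an unadjusted p under 0.05). Among the fold changes of that fit, the leukocyte list had a median of 3.16 over 21 genes, above all 10000 random lists (percentile 100), and the interferon list a median of 1.85. Over the 7 livers the interferon score followed the leukocyte score with a Spearman rho of 0.857 (exact permutation p = 0.0238, adjusted over 6 relations 0.0714) and a Pearson r of 0.812 (exact permutation p = 0.0274, adjusted 0.0548). Without the 2 livers farthest from the median, r was 0.51 over 5, so the relation rests in part on those livers. Leukocyte RNA in blm mutants L3 and L30, which scored 4.30 and 2.47 against 0.55 to 1.11 in WT and 0.57 in L29, is a candidate explanation of the higher interferon genes, and whether the leukocytes entered because of the blm mutation was not tested.

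The genes mb21d1 and sting1 were high in the same libraries. Over the 12 brains at 2 months, Spearman rho was 0.664 (permutation p = 0.0217, adjusted 0.0714) and Pearson r 0.948 (permutation p = 0.00194, adjusted 0.0116). Without the 2 brains farthest from the median r was 0.478. In the 6 brains over 25 M counts r was 0.981 (exact permutation p = 0.0139) and in the 6 under it 0.527 (exact permutation p = 0.293), while rho gave exact permutation p of 0.0583 and 0.919. Over the 11 livers rho was 0.459 (permutation p = 0.159, adjusted 0.238) and r 0.868 (permutation p = 0.0137, adjusted 0.0411), and r was -0.204 without the 2 farthest livers. The pooled relations thus rest on a few libraries. Library depth did not follow mb21d1 in liver (rho 0.0642, permutation p = 0.859; r 0.145, permutation p = 0.679).

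A state shared by the whole fish was tested with interferon scores of brain and liver over 11 fish: rho was 0.491 (permutation p = 0.129, adjusted 0.238) and r 0.471 (permutation p = 0.137), or 0.221 without the 2 farthest fish, so no relation was shown. A sequencing batch behind the 2 depth ranges of the brains was also tested: 0 genes differed between the ranges after adjustment and 1949 at an unadjusted p under 0.05, which does not settle whether the ranges are a batch.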
